A study of Homo sapiens with 8 samples. Its data were reported in "The Gene Master Regulators (GMR) Approach Provides Legitimate Targets for Personalized, Time-Sensitive Cancer Gene Therapy" (2019).

How the data were processed

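The samples were 8 cultures of LNCaP, an androgen-sensitive human prostate cancer cell line derived from a lymph node metastasis. Per the labels, 4 cultures were untreated and 4 were treated with 5 nM Capridine. Groups and replicate numbers were taken from the sample titles. Total RNA was labelled with cyanine 3 (Cy3) or cyanine 5 (Cy5) and hybridised to 4 Agilent 2-colour arrays on 1 slide. Each array carried 2 replicates of the same group, 1 per dye. Replicates 1 and 3 of each group were in Cy3, and replicates 2 and 4 were in Cy5. Arrays 1 and 2 held untreated cells and arrays 3 and 4 held treated cells, so that group and position on the slide cannot be told apart.

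The deposited scanner files hold, per the file headers, the spot intensity of each channel, its local background intensity and quality flags from Feature Extraction 11.5.1.1. The scanner software's processed signal was used only as an alternative. Each array had 44495 spots, of which 43118 were not controls and carried 34127 different probes. The deposited series matrix holds a ratio per spot, whose values equal the median spot signal minus the median local background, divided by a constant per sample. Within a tolerance of 0.1%, all values of each of the 8 columns equalled such a ratio from 1 scanner channel. For 4 columns that channel belonged to the sample of the same name. The columns of untreated replicates 3 and 4 matched the scanner channels of treated replicates 1 and 2, and the reverse. The 2 deposits thus label arrays 2 and 3 in opposite ways. The labels of the scanner files were used throughout, and the labels of the series matrix were an alternative.

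Background was corrected with normexp (offset 50) on mean spot signal and median local background, followed by loess normalisation within arrays and quantile normalisation of mean log intensities (Aquantile) between arrays, in limma 3.58.1 under R 4.3.3. The background step was changed after the data and counts of differing genes had been examined. A normexp fit on all spots, the plainest reading of the design fixed in advance, gave a mean background term between -18.3 and -4.51 on the arrays of untreated cells and between -755 and -286 on those of treated cells, because a few spots on the latter had a very bright local background. Of 4 versions tried, the one adopted estimated the normexp parameters from spots without any flag, which gave terms between -7.48 and -4.27. It left out spots with a non-uniform spot or background and spots whose background was flagged as an outlier and exceeded 2 times the channel median. With these same spots left out, the fit on all spots and the adopted fit each found 0 genes at an adjusted p under 0.05. They gave 360 and 396 genes at an unadjusted p under 0.05. These counts compare the normexp fits and not the choice of spots left out. The fit on all spots was kept as an alternative for the count of differing genes, the named genes, the gene lists, the count past the study's cut-off, the REV ratio and the highest GCH of each group. It was not run for the splits of the samples, the pairings of the arrays, the agreement of GCH between the groups, the mean squared correlation or the simulations of GCH.

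Spots of a probe were averaged, and a probe was kept when it was well above background in all 4 samples of at least 1 group. This left 19767 probes of 15628 genes, each gene being represented by its brightest probe. Of the gene names, 13164 matched a current or older symbol in the RefSeq table for GRCh38.p14, which served for names only. Probe positions are those of the array annotation (hg19).

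Groups were compared with limma, with dye as a covariate and the array as a random block (duplicateCorrelation). The consensus correlation of the channels of an array was 0.402. Tests were two-sided and adjusted by Benjamini-Hochberg at 0.05. Gene lists were written from general knowledge of each pathway and compared with all other genes by cameraPR (preset correlation 0.01), with fry beside it. The lists were RNA polymerase, basal transcription factors, cell cycle, apoptosis, oxidative phosphorylation and ribosomal proteins. Lists of p53 target genes and of androgen-responsive genes served hypotheses of the closing section.

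Relative Expression Variability (REV) is the pooled coefficient of variation of the probes of a gene within a group, multiplied by the midpoint of its chi-square interval at 0.05. By the formula in the study's methods, the factor was 2.15 for a gene with 1 probe. That is higher than the factor which the same methods state for such a gene, and the cause of this difference is not known. The formula was used, and counts past the cut-off depend on this choice. A gene passed the study's cut-off (CUT) when its expression ratio exceeded 1 plus the square root of 2 times the sum of both squared REV values. Gene Commanding Height (GCH) is the median REV over all genes divided by the REV of the gene, multiplied by the exponential of the mean squared correlation of the gene with all others relative to its average over genes. The test fixed in advance for the REV ratio permuted the 8 samples singly. As the groups consist of whole arrays and the channels of an array correlate, that test is not valid here, and an exact permutation of whole arrays, chosen after seeing the data, replaced it. These scores used spots that were uniform and had a mean signal of at least 2 times the background in the samples concerned.

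Named genes were the 5 higher and 5 lower genes with the largest change at an adjusted p under 0.05, with non-overlapping groups and a gene symbol as name. Where fewer passed, the genes with the smallest unadjusted p that met the other conditions were taken. Added to these were the 3 genes with the highest GCH in each group, WFDC3, RPL31 and ALX4, and 3 single genes of the hypothesis lists (CDKN1A, MDM2 and KLK3). Not every gene that these rules select is reported here. These rules, the tests other than that of the REV ratio, the lists and most alternatives were fixed before the data were examined. The alternatives chosen after seeing the data were the normexp fit on all spots, the exchanged labels of arrays 2 and 3, and the series matrix values under the labels of the scanner files.

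Replicate numbers in this design contain the dye. Deviations of same-numbered samples from their group means correlated across genes at 0.20 to 0.61. With the dye mean removed as well, the correlation was -0.15 for the Cy3 pairs and 0.37 for the Cy5 pairs. The Cy5 pairs thus kept part of their correlation and the Cy3 pairs did not, so that not every pair deviated together once the dye, which the model contains, was removed. The replicate block was an alternative. Other alternatives covered background correction, normalisation, filters, dye, array block, probe choice, the methods' t-test, the correction of the coefficient of variation, and each sample left out in turn.

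The comparison was tested on simulated data with the means, variances and array correlation of the 15628 genes. Of 200 genes changed 2-fold, 99% were recovered beside 12 false calls, and of 200 genes changed 1.5-fold, 89% were recovered beside 15 false calls. Of 200 genes changed 4-fold, all 200 were recovered beside 21 false calls, so that false calls exceeded the nominal rate. With no gene changed, 0 genes were called. The recovery rates hold for 200 genes changed together, which eases the adjusted threshold. With no gene changed, 5.75% of the simulated genes had an unadjusted p under 0.05 in limma, against 2.53% in the data. The rates thus do not show that changes of 1.5-fold to 2-fold were absent from the data. Figures were drawn with matplotlib 3.10.9. The number of arrays limits the precision of every value.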

Results

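Transcript levels were measured in 8 LNCaP cultures, 4 untreated and 4 treated with 5 nM Capridine. Between 61.7% and 72.7% of the 43118 non-control spots were well above background in a sample, and the median ratio of spot signal to local background ranged from 3.28 to 7.0. No non-control spot was saturated (0 in each sample). Across genes, the correlation of the normalised log2 signals ran from 0.9916 to 0.9977 for 2 samples of the same group and from 0.9915 to 0.9983 for samples of different groups.

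The first comparison asked which genes Capridine changed. In limma with dye as a covariate and the array as a random block, 0 of 15628 genes differed at an adjusted p under 0.05, and the smallest adjusted p was 0.786. At an unadjusted p under 0.05 there were 396 genes, whereas 781 would be expected by chance. Of the 396, 102 were higher and 294 were lower in treated cells. The methods' t-test (unequal variances) found 445 genes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. The study's methods use the p of that test as a weight and state no threshold for it. The median standard error of a log2 change was 0.09, and 6 genes changed by more than 1 on the log2 scale in either direction. In 370 genes (2.37%) the 4 treated values all lay on one side of the 4 untreated values. If the 8 samples were exchangeable, 2.86% would be expected by chance, but samples that share an array are not. The alternative that moved the count of differing genes most was median scaling in place of loess, with 4 genes, all lower in treated cells.

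The scanner files and the series matrix give arrays 2 and 3 to opposite groups. Under the labels of the series matrix, the same normalised values gave 0 genes at an adjusted p under 0.05 and 1405 genes at an unadjusted p under 0.05. The third way of pairing the 4 arrays, which neither deposit uses, gave 0 and 604 genes.

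**Figure D1:**
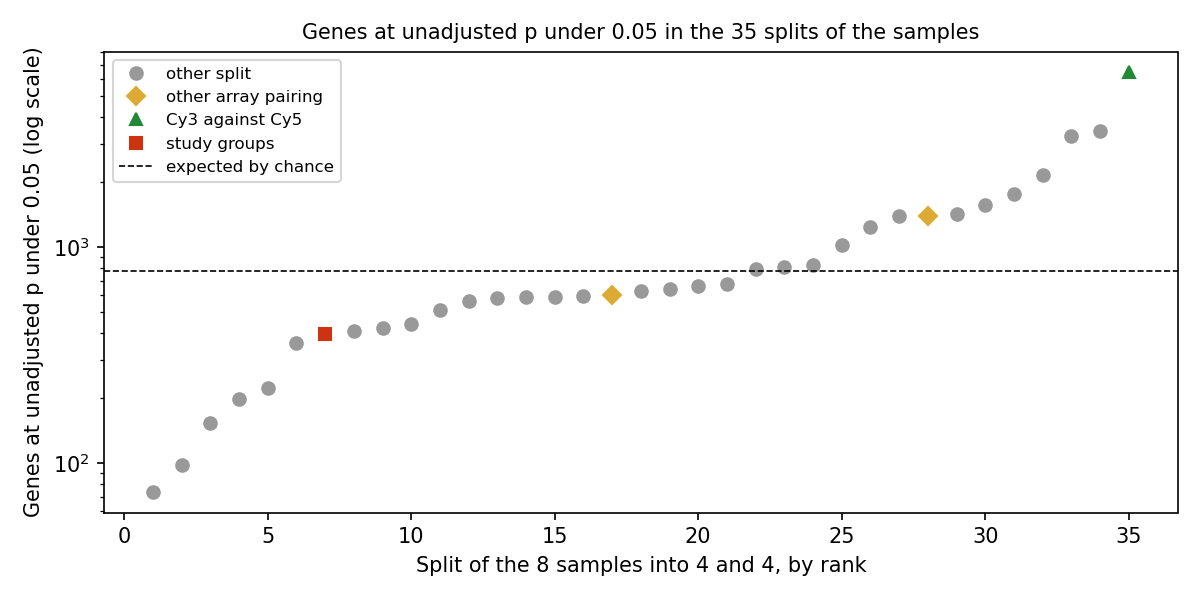
Number of genes at an unadjusted p under 0.05 (log scale) for each of the 35 splits of the 8 samples into 4 and 4, ordered by that number. The study groups, with 396 genes, lie below the 781 expected by chance (dashed line), while the split of Cy3 against Cy5 samples gives 6456.

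No gene passed the adjusted threshold, so the genes named here fall short of it. They were those with the smallest unadjusted p among genes whose groups did not overlap. Among the higher ones, NKX6-3 (chromosome 8, probe at 41503829 to 41503888) rose from 6.92 ± 0.20 to 7.70 ± 0.38 log2 units (SD, n = 4 each). RALY (chromosome 20, 32663841 to 32664561) had a log2 change of 0.82 with a standard error of 0.15 and a limma adjusted p of 1.00. CERCAM (chromosome 9, 131196441 to 131196500) had a log2 change of 0.92, but the other kept probe of this gene differed by -0.14. FOS (chromosome 14, 75748214 to 75748273) had a log2 change of 0.35. PECAM1 (chromosome 17, 62400672 to 62400731) was not well above background in any untreated sample and was at least 1.645-fold higher in treated cells with the adopted background step, and at least 1.33-fold higher with normexp fitted on all spots. Such a bound sets the mean of the brighter group against the lowest signal of a well-measured probe, or the dim signal itself where that is higher. It depends on the background step, stays open to dye bias and leaves out sampling error, so that a smaller true change is possible. For PECAM1 the standard error of the log2 change was 0.17.

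Among the lower genes, C1QTNF4 (chromosome 11, 47611580 to 47611639) had the smallest unadjusted p of all, with a limma adjusted p of 0.786. It was not well above background in any treated sample and was at least 1.38-fold lower there with the adopted background step, and at least 1.216-fold lower with normexp fitted on all spots. TMEM185A (chromosome X, 148678736 to 148678795) had a log2 change of -0.40, ZBTB20 (chromosome 3, 114057690 to 114057749) of -0.38, FGF13 (chromosome X, 137713888 to 137713947) of -0.38 and KCTD13 (chromosome 16, 29922471 to 29923171) of -0.39. Under the series matrix values TMEM185A and ZBTB20 changed direction, and under the exchanged labels ZBTB20 and KCTD13 did so.

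**Figure D2:**
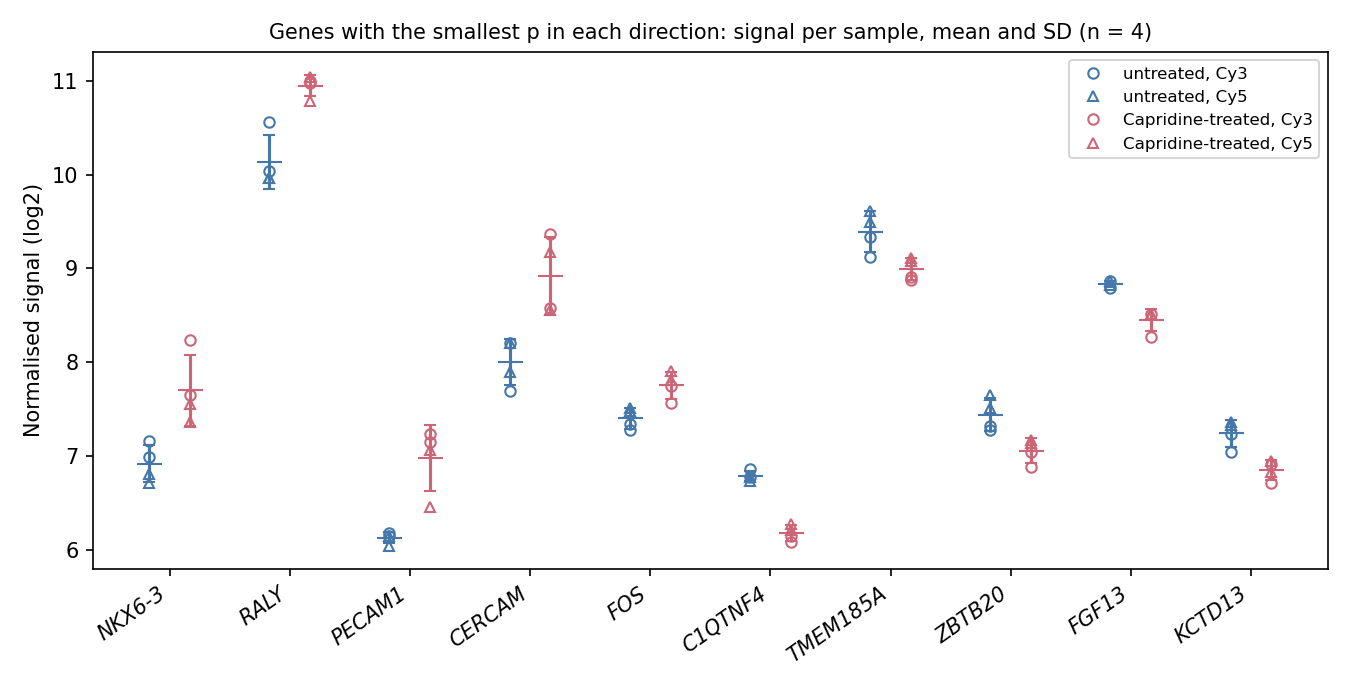
Normalised signal (log2) of the 10 named genes in each sample, with circles for Cy3, triangles for Cy5 and bars for the mean ± SD of the 4 samples of a group. The groups do not overlap in any of these genes, and none of the differences passed the adjusted threshold.

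The series is concerned with the DNA transcription machinery. The median log2 change was -0.05 over the 32 measured genes of the RNA polymerase list and -0.03 over the 37 genes of the basal transcription factors list. The median over all genes was -0.02. Neither list differed from the other genes, with cameraPR adjusted p-values of 0.590 and 0.799 over the 6 lists. In both lists 0 members passed 0.05 adjusted over the list alone, and 0 passed over all genes. The cell cycle list had a median of -0.02 (114 genes, cameraPR adjusted p = 0.973), the apoptosis list of -0.01 (74 genes, 0.799), the oxidative phosphorylation list of -0.01 (85 genes, 0.799) and the ribosomal proteins list of 0.00 (73 genes, 0.401). Relative to the other genes, cameraPR placed the basal transcription factors, cell cycle, apoptosis and oxidative phosphorylation lists upward although their medians were below 0. No list passed 0.05 under fry, where the adjusted p-values ranged from 0.480 to 0.916. Under the exchanged labels the RNA polymerase list changed direction, with a median of 0.05 and a cameraPR adjusted p of 0.00775. A split of the samples that follows neither labelling also gave a small unadjusted cameraPR p for this list (0.00408).

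By the study's criterion, with the factor of 2.15 from its formula, 12 of 14576 genes passed the cut-off, 4 higher and 8 lower in treated cells. The 4 higher genes were ACBD4, ENST00000417703, RALY and PIK3R2, which are named here by this count and not by the rule fixed in advance. Their ratios were 2.63, 1.22, 1.74 and 1.06, against cut-offs of 2.13, 1.16, 1.71 and 1.05. Their unadjusted limma p-values were 0.0168, 0.00333, 0.000421 and 0.235. PIK3R2 thus passed on a low variability and not on a large change. The median cut-off was a ratio of 1.37. Without the chi-square factor in REV, 291 genes passed.

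Expression variability was compared between the groups next. The median REV was 17.1% in untreated cells and 17.2% in treated cells. Gene by gene, the median ratio of REV in treated over untreated cells was 0.957 (exact permutation test over the 6 assignments of whole arrays, two-sided p = 0.667). Since each array held 2 samples of 1 group, that test cannot give a p below 0.333, so it cannot show a difference at 0.05. The normexp fit on all spots gave a ratio of 0.777 and the exchanged labels gave 1.34 (exact permutation p = 0.333 for both).

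The last comparison concerned the gene hierarchy. GCH was scored for 15245 genes in untreated cells and 14988 in treated cells, and it carries no error of its own. In untreated cells the highest scores were 65.7 for ZFP1 (chromosome 16, 75205715 to 75205774), 48.5 for DGCR2 (chromosome 22, 19023801 to 19023859) and 46.4 for AIF1 (chromosome 6, 31584267 to 31584326). In treated cells they were 189 for DPP4 (chromosome 2, 162848986 to 162849045), 144 for TM2D2 (chromosome 8, 38848764 to 38848823) and 50 for LOC728723 (chromosome 5, 76444084 to 76444143). In the opposite group ZFP1 scored 9.15, DGCR2 24.7, AIF1 2.32, DPP4 3.82, TM2D2 1.90 and LOC728723 3.09. Across the 14584 genes scored in both groups, GCH had a Spearman correlation of 0.38, genes not being independent replicates. The 100 highest genes of each group shared 2, against 0.686 expected by chance. As each group held both dyes, a dye difference of a gene enters its GCH in both groups. Neither value was computed without the dye difference, so they do not show a hierarchy kept under treatment.

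**Figure D3:**
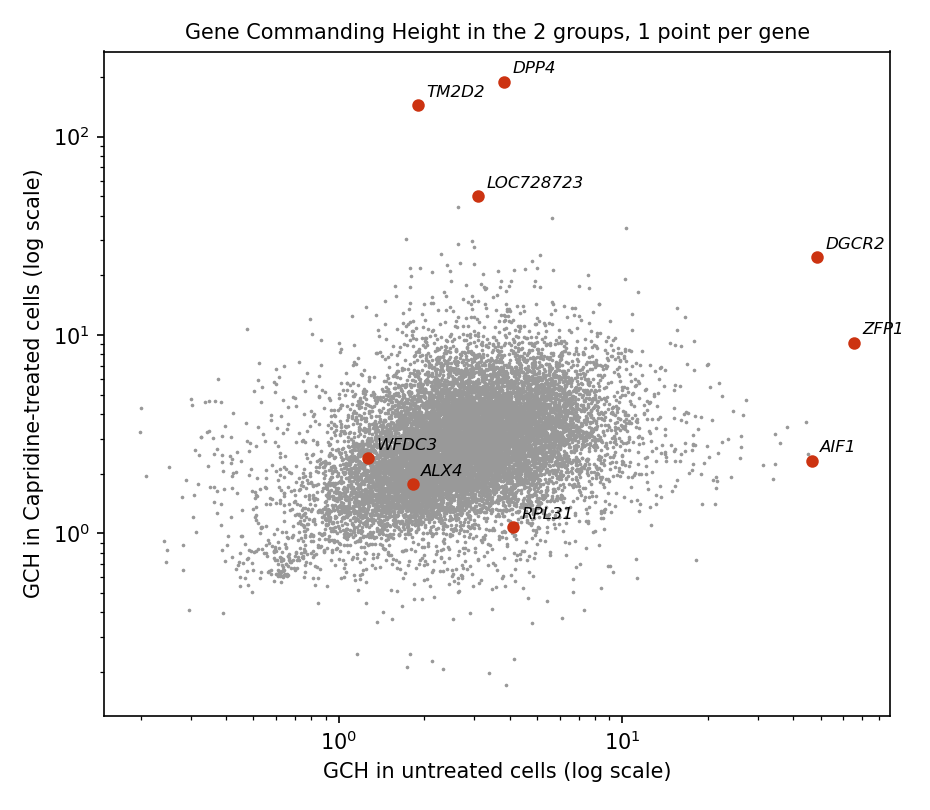
GCH of each gene in untreated cells (horizontal, log scale) and in treated cells (vertical, log scale), with 1 point per gene and the named genes in red. Of the 3 highest genes of each group, DGCR2 also ranks high in the other (24.7, rank 13), while others such as DPP4, with 189 in treated and 3.82 in untreated cells, do not.

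WFDC3 (chromosome 20, 44404061 to 44404120) had a GCH of 1.26 in untreated cells, which ranked 13906, and of 2.39 in treated cells. RPL31 scored 4.11 in untreated cells, from 2 probes, and 1.08 in treated cells, from 1 probe. The chi-square factor depends on the number of probes, and without it the scores were 2.94 and 1.23. ALX4 scored 1.83 in untreated and 1.77 in treated cells. Without untreated replicate 3, WFDC3 scored 4.29 (rank 4345) and ALX4 8.33 (rank 1127) in untreated cells, and with the processed signal RPL31 scored 11.4 (rank 190) there. The highest gene depended on the processing. With the series matrix values under the labels of the scanner files, WFDC3 ranked 1 of 15284 genes in untreated cells with a GCH of 140, and ALX4 ranked 10 with 19.5. With the same values under the labels of the series matrix, WFDC3 ranked 508 with 5.83. RPL31 scored 2.46 (rank 9582) under the labels of the scanner files and 1.95 (rank 12222) under those of the series matrix.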

Values the study reported

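In LNCaP cells, the study gave the highest Gene Commanding Height to WFDC3, at 173.58. RPL31 came next at 39.11, followed by ALX4 at 35.18.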

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

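The tests in this part were chosen after the results were seen. In 2 of the 38 groups of 4 tested, 1 sample lay far from the others of its group, where 1.9 would be expected by chance, since chance sets a sample apart in about 1 in 20 groups. For RALY, untreated replicate 3 was at 10.57 log2 units and the other untreated samples at 9.96 to 10.04, so that the gap to the nearest sample made up 0.870 of the range. For FGF13, treated replicate 3 was at 8.27 and the other treated samples at 8.51 to 8.52, with a gap of 0.967 of the range. Without untreated replicate 3 the log2 change of RALY was 0.95, and without treated replicate 3 that of FGF13 was -0.32. These flags occurred at the rate chance gives, and no biological explanation was tested.

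The local background, which none of the comparisons uses as a measurement, was bright on the arrays of treated cells. There, 429 spots had a local background above 2 times the channel median in at least 1 channel, against 54 on the arrays of untreated cells. Array 4 held 350 of them and array 3 held 79. On array 3, 97.5% of these spots had a neighbouring spot of the same kind, whereas 1.19% would if they were placed at random. On array 4 the shares were 98.3% and 5.94%. Such clustering is consistent with patches on the array surface. The arrays of untreated cells also carried clustered spots, with 66.7% and 87.2% having a bright neighbour. Since group and slide position run together, whether the treated cells as such had any part in this cannot be separated from slide position, and no biological explanation was tested.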

How the results depend on the processing

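The alternatives chosen after seeing the data were the normexp fit on all spots, the exchanged labels of arrays 2 and 3, the series matrix values under the labels of the scanner files and the permutation of whole arrays; the others were fixed before the data were examined. Where a value changed, the cause was not tested unless it is named.

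The count of 0 differing genes was the same under 14 of 19 alternatives. It was 2 with the processed signal (PECAM1 and C1QTNF4), 4 with median scaling (ENST00000391480, PCDHGA7, CA6 and TYROBP), 1 with the channels of an array averaged and 1 in Cy3 samples only (KRT71 in both), and 3 with the series matrix values under scanner labels. The genes in parentheses are named because they make up the counts, after their values were seen. Leaving out 1 sample gave 0 to 1 genes, the 1 being PECAM1 without treated replicate 4, with an adjusted p of 0.0124. The adjusted p of PECAM1 with the processed signal was 0.00126, and that of C1QTNF4 was 0.0287. At an unadjusted p under 0.05 the count ran from 190 to 1441 over the alternatives (1441 being the exchanged labels with the filter on dim probes applied anew) and from 245 to 870 with 1 sample left out, the highest being without treated replicate 2. No spot was saturated, so leaving out saturated spots moved nothing.

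With the replicate block, which contains the dye, and the array as a random block, 0 genes passed, with 676 at an unadjusted p under 0.05. With the replicate block and no array block, 0 genes passed, with 1033. The block changed no call of the 6 pathway lists. Of the 2 hypothesis lists, the androgen-responsive genes lost theirs under the replicate block (adjusted p 0.0757).

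Among the named genes, TMEM185A changed to 0.0195 and ZBTB20 to 0.00902 with the series matrix values, and ZBTB20 to 0.0129 and KCTD13 to 0.12 with the exchanged labels. CDKN1A changed to -0.45 with the series matrix values and -0.36 with the exchanged labels, and MDM2 to 0.49 and 0.48. KLK3 changed to -0.0573 with the mean over probes, -0.11 with the series matrix values and -0.0268 with the exchanged labels. The remaining named genes kept their direction under every alternative run, but not always their size. With the series matrix values and the exchanged labels, RALY fell to 0.0716 and 0.0603, and FOS to 0.0136 and 0.00304. FGF13 went to -0.0697 and -0.0487, NKX6-3 to 0.25 and 0.26, and CERCAM to 0.61 and 0.56. PECAM1 and C1QTNF4 have no value under these alternatives.

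With the exchanged labels the list medians changed to 0.0523 for RNA polymerase (cameraPR adjusted p = 0.00775), 0.00090 for cell cycle, 0.0419 for oxidative phosphorylation (adjusted p = 0.000402) and -0.0159 for p53 target genes. With the processed signal the oxidative phosphorylation list passed the threshold downward, with a median of -0.0488 and an adjusted p of 0.0114. With 1 sample left out the median ran from -0.0464 to 0.00509 for basal transcription factors, from -0.0227 to 0.00808 for apoptosis and from -0.0273 to 0.0147 for oxidative phosphorylation, which passed the threshold upward without untreated replicate 3 (adjusted p = 0.0294). The androgen-responsive median ran from -0.0123 to 0.0435 with 1 sample left out, and the call of this list was kept in only 4 of those 8 fits. The call was also lost in 5 of 8 fitted alternatives. Splits of the samples that follow neither labelling also gave very small unadjusted cameraPR p-values. The smallest was 7.26e-09 for oxidative phosphorylation, and 4.44e-36 for ribosomal proteins in the split of Cy3 against Cy5. A list that passes the threshold under 1 alternative is thus not by itself a sign of treatment.

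The count past the study cut-off moved from 12 to 144 with the dye difference removed, 291 with the coefficient of variation without the chi-square factor, 41 with the series matrix values, 67 with the exchanged labels and 39 with the series matrix values under scanner labels. The split of higher against lower genes changed with it, from 4 and 8 to 8 and 9 with the processed signal, 1 and 8 with quantile normalisation, 32 and 112 with the dye difference removed, 33 and 8 with the series matrix values and to 37 and 2 under scanner labels. Leaving out 1 sample gave 9 to 21 genes, with 21 without untreated replicate 3 and 20 without untreated replicate 4.

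The median REV ratio of 0.957 changed direction to 1.17 with the dye difference removed, 1.18 with the series matrix values, 1.34 with the exchanged labels and 1.06 with the series matrix values under scanner labels. Over whole arrays, the exact permutation p was 0.333, the smallest possible, with the dye difference removed and with the exchanged labels, 0.667 with the series matrix values and 1.00 with those under scanner labels. With 1 sample left out the ratio ran from 0.627 to 1.43. The chi-square factor is larger for 3 replicates than for 4, and without it the ratios with 1 sample left out ran from 0.857 to 1.13.

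The highest GCH in untreated cells was 64.5 (PIK3R2) with the processed signal, 131 (LOC731932) with quantile normalisation, 131 (IL27) with the dye difference removed, 17.8 (probe A_33_P3322460) with the series matrix values, 103 (ZFP1) with normexp on all spots, 57.2 (KIAA0513) with the exchanged labels, 140 (WFDC3) with the series matrix values under scanner labels and 143 (ZFP1) with 4 times the mean squared correlation. In treated cells it was, in the same order, 98.7 (ELL2), 59.2 (SFXN4), 271 (probe A_33_P3271885), 30.6 (CDC42BPG), 160 (FAM19A4), 59.998 (NBPF15), 36.9 (PIP5KL1) and 387 (DPP4). With 1 sample left out, the highest score ran from 263 to 910 in untreated and from 257 to 672 in treated cells, scores from 3 replicates being higher by construction.

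The Cy3 channels had a median signal of 3.28 to 4.44 times the local background and the Cy5 channels 6.19 to 7.0 times, which limits what can be said of dim genes such as PECAM1 and C1QTNF4.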

Other observations

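The tests in this part were chosen after the results were seen, except the cameraPR tests of the p53 target and androgen-responsive lists and the counts of splits for the study cut-off and the 6 pathway lists, which were fixed earlier.

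The number of differing genes was set against the 35 splits of the 8 samples into 4 and 4. At an adjusted p under 0.05 the count of 0 leaves nothing to compare, as all 35 splits give at least that many. At an unadjusted p under 0.05, 29 splits gave at least as many genes as the 396 of the study groups. A count as large as the 12 genes past the study cut-off came from 13 of the 35 splits. Chance cannot be excluded for either of these counts. The split of Cy3 against Cy5 samples gave 4549 genes at an adjusted p under 0.05 and 1029 past the cut-off, and the main comparison carries dye as a term. For the lists, a cameraPR p as small as that of the study groups came from 12 splits for RNA polymerase, 28 for basal transcription factors, 35 for cell cycle, 25 for apoptosis, 29 for oxidative phosphorylation and 13 for ribosomal proteins.

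The GCH of WFDC3 in untreated cells was 1.26. That is lower than the value quoted from the study above. The GCH of RPL31 was 4.11. That is lower than the value quoted from the study above. The GCH of ALX4 was 1.83. That is lower than the value quoted from the study above.

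The 2 deposits give different labels to arrays 2 and 3. WFDC3, the gene the study places first in LNCaP cells, offered a way to ask which labels the study took, on the assumption that it scored the untreated cultures. With the series matrix values it ranked 508 under the labels of the series matrix and 1 under the labels of the scanner files. ALX4 ranked 400 and 10, respectively. RPL31, which the study places second, ranked 12222 and 9582, so neither labelling brings it near the top and the processing used for the study was not recovered. The ranks of WFDC3 and ALX4 are closer to the study under the labels of the scanner files, but which labels the study took stays open, as does which RNA was on which array. An exchange of the labels may also bear on the low count of differing genes. With the normalised values, the labels of the series matrix gave 1405 genes at an unadjusted p under 0.05, against 396 under the scanner labels. With the series matrix values the gap was smaller, with 253 genes under their own labels and 190 under the scanner labels. The 4 arrays can be paired in 3 ways, so that by chance alone the largest count falls to any one of them in 1 of 3 cases, and the 2 explanations cannot be told apart from these arrays.

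The highest GCH may reflect the sampling error of a coefficient of variation from 4 replicates. In 100 simulated groups in which every gene had the same true variability, the highest GCH had a median of 61.3 and a central 95% range of 34.5 to 163 for the untreated genes. The measured 65.7 was reached or exceeded in 43 of the 100. For treated cells the simulated range was 36.5 to 161, and the measured 189 was reached in 1 of the 100. With true variabilities that differed between genes as estimated by limma, the range was 43.5 to 235 for untreated cells, where 67 of the 100 reached the measured score. It was 40.9 to 166 for treated cells, where 2 of the 100 did, and the second highest score of 144 (TM2D2) was reached by the second highest in 0 of the 100. The untreated score is thus within what sampling error gives. The highest treated score lies above both simulated ranges of the highest score, although simulated settings alone do not exclude sampling error. Both simulations drew independent samples without dye or array differences. The measured samples had such differences, so whether DPP4 exceeds sampling error is not settled. DPP4 ranked 1 to 5 with 1 treated sample left out, 3 with the dye difference removed, 16 with quantile normalisation, 50 with normexp on all spots, 121 with the processed signal, 349 with the exchanged labels, 8514 with the series matrix values and 4907 with those values under the labels of the scanner files. No biological explanation was tested.

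The mean squared correlation of a gene with all others was 0.398 in untreated and 0.418 in treated cells, while independent values of 4 samples give 0.333. A candidate explanation is a difference between the dyes within a group. The contrast of the dyes held 61.1% of the within-group sum of squares in untreated cells, more than the contrast of the arrays (22.9%). In treated cells it held 40.7%, less than the contrast of the arrays (51.5%), so that dye was not the largest part there. A biological explanation was not tested.

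The p53 target genes were examined on the hypothesis that Capridine raises them. Of 29 genes measured, 19 were higher in treated cells, with a median log2 change of 0.03, a cameraPR p of 0.000166 and an adjusted p of 0.000332 over the 2 hypothesis lists. None of the other 34 splits gave a p as small (1 of 35 with the study groups counted). Only 3 of the 35 keep the arrays whole, as the groups do, so that chance cannot be excluded. With 1 sample left out the median ran from 0.00193 to 0.0517, the lowest being without untreated replicate 3, where the adjusted p was 0.0272. Under fry the adjusted p was 0.306, 0 members passed 0.05 adjusted over the list alone, and under the exchanged labels the median was -0.02. In treated cells CDKN1A had a log2 change of 0.24 (limma adjusted p = 1.00). The brightest probe of MDM2 had a change of -0.49, while its other probes differed by -0.05 and 0.13, and without untreated replicate 3 the change was -0.29. Slide position goes with the groups, so an effect of treatment on this list cannot be told apart from one of position, and the size of the change is small.

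The androgen-responsive genes were examined on the hypothesis that Capridine lowers them. Their median log2 change was 0.0149 over 27 genes, 15 of which were higher in treated cells, with a cameraPR adjusted p of 0.0415 upward and a fry adjusted p of 0.582. A cameraPR p as small came from 6 of the 35 splits. The change of KLK3 (0.08) was within its standard error of 0.09. The second KLK3 probe differed by -0.19. No lowering was found, and a median near 0 with members going both ways leaves the hypothesis open.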
